A study of Homo sapiens with 2 samples. Its data were reported in "GATA3 Mediates a Fast, Irreversible Commitment to BMP4-Driven Differentiation in Human Embryonic Stem Cells" (2020).

How the data were processed

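Single-cell RNA sequencing was carried out on 2 libraries of H1, an established line of human embryonic stem cells (hESCs). Both had been kept in mTeSR1 medium with 50 ng/ml bone morphogenetic protein 4 (BMP4), a differentiation signal, for 48 h. One library was labelled WT and came from unmodified H1 cells. The other was labelled GATA3 KO and came from a single clone in which the gene of the transcription factor GATA3 had been targeted with Cas9. The protocol text deposited with the library labelled WT gives an exposure of 1 h, whereas its title and its recorded duration give 48 h, and 48 h was used here. The clone had been selected from an H1 line that carries an inducible Cas9 cassette, so clone, cassette and genotype differ together between the libraries. Samples were grouped by the deposited labels alone.

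The deposited files hold raw counts of unique molecular identifiers (UMIs) for each of 33538 genes in each cell barcode. The authors had made 10x Genomics 3′ v3 libraries, aligned the reads with Cell Ranger to its GRCh38 human reference, and collapsed reads to UMIs. They deposited the barcodes that Cell Ranger had called as cells. No limit on detected genes or on mitochondrial share had been applied to these files, since cells beyond the limits given next were still present. A UMI count of this kind samples the 3′ end of a transcript, so it does not show whether the coding sequence is intact. Reads shared by near-identical copies of a gene can be lost or misplaced in such counts, and genes that overlap can share reads.

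The methods of the study remove cells by a limit of 7500 detected genes and a limit of 25% mitochondrial counts. No cell failed both limits, so cells that failed either limit were removed. This left 2519 of 3802 cells (66.3%) in the library labelled WT, with 49.7% of its UMIs, and 4450 of 6221 cells (71.5%) in the library labelled GATA3 KO, with 61.7% of its UMIs. There was no lower limit on genes, and 244 and 285 of the kept cells had fewer than 2000 detected genes. Scrublet (in scanpy 1.11.5) called 1 cell labelled WT and 2 cells labelled GATA3 KO as doublets, none of them among the kept cells. That is too few for a caller that works at this number of cells, so doublets were not removed by it. As an alternative, the cells with the highest scores were removed at 0.8% per 1000 cells, which took out 116 and 310 cells, 54 and 170 of them among those kept.

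Counts of the kept cells were summed per library and divided by the library's total, and are given per 1000000 UMIs (CPM). CPM values carry exact Poisson 95% intervals, and shares of cells carry exact Clopper-Pearson 95% intervals. For a count of 0 cells the largest share allowed is given as 3 cells of the total. Ratios are log2 of CPM plus a pseudocount of 1 CPM in the library labelled GATA3 KO over the same in the library labelled WT. That scale understates changes of genes with low counts. The interval of a ratio came from the exact binomial interval of the 2 counts, and that of a difference between shares from both Clopper-Pearson intervals. All intervals cover counting error only. With 1 library per group there were no replicates, so no test was made, and no p-value, standard error or number of changed genes is given.

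Gene lists were described by their median ratio and its percentile among 10000 random lists of the same size, in which each gene was replaced by 1 of the 100 genes closest to it in mean expression. The lists were 5 early-gastrulation genes (MIXL1, EOMES, GSC, TBXT, MESP1), 3 pluripotency genes (NANOG, SOX2, POU5F1) and 21 other genes that the study measured. Besides these and GATA3, the genes named were the 6 with the highest and the 6 with the lowest ratio among genes of at least 20 CPM in the higher library. Mitochondrial genes were left out, and the direction had to be the same over all deposited cells and in the mean of per-cell CPM. Positions and GC content came from the GENCODE annotation of GRCh38 by gene identifier, which placed 33113 of the genes.

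Shares of cells with at least 1 UMI of a gene were taken after each cell had been thinned at random to 10000 UMIs. This left out 346 and 412 shallower cells of the libraries labelled WT and GATA3 KO, so 2173 and 4038 cells remained.

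Cells were clustered with Seurat 5.3.0 after the pipeline of the study. Counts were log-normalised, 2000 variable genes were taken per library, the libraries were integrated by canonical correlation analysis over 30 dimensions, and shared-nearest-neighbour clusters were drawn on 30 principal components at a resolution of 1.2 (seed 42). That resolution is the one in the methods of the study, while a figure legend gives 0.8, which was tried as an alternative and gave 16 clusters in place of 20. The 63 genes of the panel and of the class markers were kept out of the variable genes, because cluster sizes were to be compared between libraries in which they could differ. Marker lists for 5 classes (pluripotent, primitive streak, amnion/trophectoderm, endoderm and germ cell) named the clusters. There was no list for ectoderm, and the pluripotent list held SOX2, which ectoderm shares, but not NANOG or POU5F1. A cluster took the class with the highest mean log2 fold over all other cells if at least 3 markers of that class were present in 10% of its cells with a log2 fold of 0.32 or more. A cluster stayed unnamed if another class had more markers among its 10 leading genes. It also stayed unnamed if the median UMI count of its cells, relative to their libraries, was under 1/3 and none of the 10 leading genes was a marker of its class. These thresholds were set after the data had been seen. Class names are rebuilt from markers, and a difference from the clusters of the study can come from that.

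The grouping, the lists, the markers, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were all deposited cells, removal of only those cells that fail both limits, no upper limit on detected genes, Scrublet calls removed, mitochondrial and ribosomal protein genes (103 genes) left out of the total, TMM scaling with edgeR 4.0.16 (factors 0.995 and 1.005), the mean of per-cell CPM, and a pseudocount of 0.1 CPM. For the named genes a minimum of 5 CPM was tried. For shares they were thinning to 5000 or 20000 UMIs, no thinning and a minimum of 2 UMIs. For clusters they were panel and marker genes left in, libraries merged without integration, a resolution of 0.8, 15 principal components and no upper limit on detected genes. Wherever it was used, the setting without an upper limit also removed cells with fewer than 2000 detected genes. It left 3287 cells labelled WT and 5430 labelled GATA3 KO. Removal of the highest Scrublet scores, a correction for GC content (lowess, span 0.3, over genes of at least 5 CPM) and clusters drawn without 495 genes, which adds those with a 2-fold difference between the libraries, were added after the data had been seen.

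Calculations were tested on simulated counts of the 2 libraries. Among 5144 genes, 200 of which had been changed, the direction was right for 100% of the changed genes, the median absolute error was 0.0146 on the log2 scale and the largest was 0.128. The true ratio lay in 94.9% of the intervals, and the true count in 97.2% of Poisson intervals over 33538 genes. These library counts were drawn gene by gene from the Poisson model that the intervals assume. The coverage therefore checks the calculation and not the spread of counts between cells. Lists of unchanged genes had a median percentile of 48.7. Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9) and R 4.3.3 (Matrix 1.6.5) were used.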

Results

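To compare cells with and without intact GATA3, transcripts were counted in single H1 cells after 48 h of BMP4. There was 1 library labelled WT and 1 library labelled GATA3 KO. No library without BMP4 was examined, so a difference that predates BMP4 cannot be told from a changed response. The library labelled WT held 3802 cells and 200569649 UMIs, with a median of 50362 UMIs and 6551 detected genes per cell. In the library labelled GATA3 KO there were 6221 cells and 284280464 UMIs, with a median of 46083 UMIs and 6487 genes. More than 7500 genes were detected in 1012 (26.6%) and 1265 (20.3%) of these cells, and mitochondrial counts exceeded 25% in 271 (7.13%) and 506 (8.13%). After both limits, 2519 and 4450 cells were kept, with 99587274 and 175285931 UMIs and medians of 44415 and 43131.5 UMIs per cell. There were no replicates, so every interval below covers counting error only and each comparison is between 2 libraries.

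GATA3 was examined first, since the targeted gene could check the labels. Its transcript (ENSG00000107485, chromosome 10, 8045378 to 8075198 in GRCh38, protein-coding) stood at 12.7 CPM (12.0 to 13.4) in the library labelled WT and 10.9 CPM (10.5 to 11.4) in the library labelled GATA3 KO. The log2 ratio was -0.19 (-0.29 to -0.10). The limit on detected genes moved this value most, to -0.73 without it, because 66.9% of the GATA3 UMIs of the library labelled WT lay in cells that the limits remove, against 38.9% in the library labelled GATA3 KO. In thinned cells GATA3 was detected in 8.88% (193 of 2173) labelled WT and 7.08% (286 of 4038) labelled GATA3 KO. Without thinning these shares were 21.2% and 14.6%. With a minimum of 2 UMIs in thinned cells they went the other way, at 1.43% and 2.33%, a difference of 0.90 points (0.16 to 1.59). The level of the GATA3 transcript therefore does not check which library is the knockout. A count at the 3′ end cannot show a lesion that leaves the transcript in place. All directions given here rest on the deposited labels.

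The study asks whether loss of GATA3 impairs early-gastrulation genes after BMP4. All 5 such genes were lower in the library labelled GATA3 KO. MIXL1 (ENSG00000185155, chromosome 1, 226223618 to 226227060) fell from 135.8 CPM (133.5 to 138.1) in the library labelled WT to 4.0 CPM (3.71 to 4.31), a log2 ratio of -4.77 (-4.86 to -4.68). EOMES (ENSG00000163508, chromosome 3, 27715949 to 27722711) went from 68.1 CPM (66.5 to 69.7) to 6.33 CPM (5.97 to 6.72), a log2 ratio of -3.24 (-3.32 to -3.15). For GSC (ENSG00000133937, chromosome 14, 94768223 to 94770113) the values were 10.1 CPM (9.48 to 10.7) and 0.359 CPM (0.276 to 0.460). TBXT (ENSG00000164458, chromosome 6, 166157656 to 166168700) was at 22.6 CPM (21.7 to 23.6) and 1.32 CPM (1.16 to 1.51), and MESP1 (ENSG00000166823, chromosome 15, 89749875 to 89751249) at 16.2 CPM (15.4 to 17.0) and 0.331 CPM (0.251 to 0.428). Their log2 ratios were -3.03, -3.35 and -3.69. The median of the list was -3.35, lower than in any of 10000 random lists matched on expression (percentile 0), of which 95% lay between -0.33 and 0.54. A pseudocount of 0.1 CPM moved the median most, to -4.47. The study named genes of this list from these same libraries, so the percentile describes the libraries and is not independent evidence. As the GATA3 transcript does not check the labels, the direction is that of the labels.

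**Figure D1:**
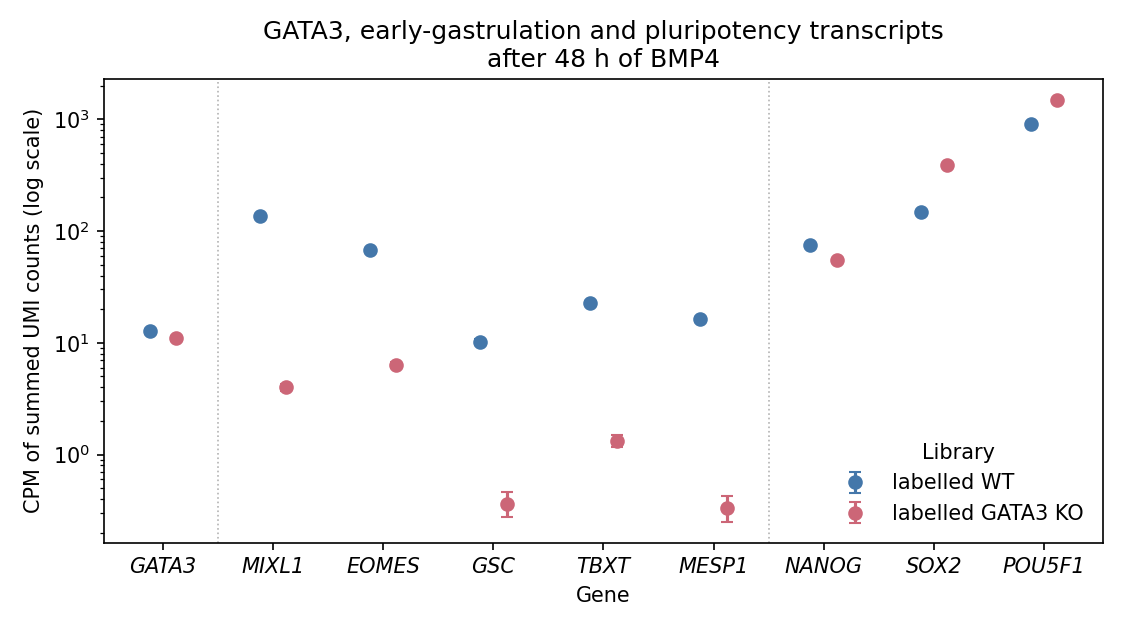
CPM of summed UMI counts (log scale) for GATA3, 5 early-gastrulation genes and 3 pluripotency genes in the library labelled WT (blue) and the library labelled GATA3 KO (red), 1 library each, with exact Poisson 95% intervals. GATA3 lies at 12.7 and 10.9 CPM, whereas MIXL1 lies at 135.8 and 4.0 CPM and SOX2 at 149.5 and 388.6 CPM.

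The study also asks whether cells without GATA3 stay pluripotent for longer. SOX2 (ENSG00000181449, chromosome 3, 181711925 to 181714436) was at 149.5 CPM (147.2 to 152.0) in the library labelled WT and 388.6 CPM (385.7 to 391.5) in the library labelled GATA3 KO, a log2 ratio of 1.37 (1.35 to 1.40). POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731) rose from 918 CPM (912 to 924) to 1480.1 CPM (1474 to 1486), a log2 ratio of 0.69 (0.68 to 0.70). Its counts are uncertain to the extent that reads are shared with its near-identical copies or with the overlapping gene TCF19. NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799146) went the other way, from 75.6 CPM (73.9 to 77.4) to 55.7 CPM (54.6 to 56.8), a log2 ratio of -0.44 (-0.48 to -0.39). The median of the 3 genes was 0.69, at percentile 98.65 of the random lists, of which 95% lay between -0.54 and 0.62. It moved most, to 0.62, when corrected for GC content.

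The panel also held 21 differentiation, GATA3-bound and BMP-response genes measured elsewhere in the study by other methods. Of these 21 genes, 9 were higher and 12 lower in the library labelled GATA3 KO. Their median log2 ratio was -0.33, at percentile 0 of the random lists (95% between -0.16 and 0.28), but as the genes go both ways this median describes none of them. The lowest ratio was that of SOX17 at -3.32 (10.6 CPM labelled WT, 0.160 CPM labelled GATA3 KO), and GATA4 followed at -1.35 (2.17 and 0.240 CPM). The highest was that of GATA2 at 1.54 (2.02 and 7.75 CPM). BMP4 itself was at 27.8 CPM (26.8 to 28.9) and 64.8 CPM (63.6 to 66.0), TFAP2A at 16.7 and 37.7 CPM, and ID1 at 465.7 and 1046 CPM. Among genes of BMP signalling, ratios were 1.17 for ID1, 0.33 for ID2, 0.10 for ID4, -0.97 for SMAD7, -0.33 for BAMBI, -0.62 for BMPR1A and -0.56 for BMPR2. The rise of ID1 is shared by its 3 neighbours on chromosome 20, HM13 at 1.42, BCL2L1 at 1.56 and TPX2 at 0.86. CDX2 was low in both libraries (1.61 and 2.28 CPM), and its ratio of 0.33 became -0.05 after correction for GC content. HAND1 (11.4 and 12.6 CPM), TBX3 (8.62 and 11.6 CPM) and ID4 (81.0 and 86.8 CPM) were higher in the library labelled GATA3 KO, but over all deposited cells their log2 ratios were -0.67, -0.02 and -0.05. Over those cells the ratio of BMP4 was 0.68 in place of 1.19, that of TFAP2A 0.62 in place of 1.13, that of GATA2 1.23 and that of ID1 1.01.

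Across 5529 genes of at least 20 CPM in the higher library, the median log2 ratio was 0.07, and 0.05 with TMM scaling. The 6 lowest genes were CER1 at -5.01 (65.2 and 1.06 CPM), AC131094.1 at -4.87, MIXL1, AL353751.1 at -4.31, PCDH10 at -4.13 (81.7 and 3.72 CPM) and AL009031.1 at -4.03. The 3 genes with clone-based names are long non-coding RNAs, and counts of AL353751.1 and AL009031.1 are uncertain since they lie within other genes. The 6 highest were ADM at 2.18 (17.5 and 82.7 CPM), TENT5B at 2.0 (14.6 and 61.5 CPM), MFGE8 at 1.96 (99.5 and 389.2 CPM), TMSB4Y at 1.96, SFRP1 at 1.94 (134.4 and 520.1 CPM) and ACTC1 at 1.75 (128.2 and 434.6 CPM). TMSB4Y is uncertain because its near-identical paralog TMSB4X can share reads with it. With a minimum of 5 CPM, which moved this list most, 9 of the 12 genes were shared.

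The study describes its single-cell result as numbers of cells that express these genes. After thinning to 10000 UMIs, at least 1 of the 5 early-gastrulation transcripts was found in 47.0% (44.9 to 49.1; 1021 of 2173) of cells labelled WT and 6.54% (5.79 to 7.34; 264 of 4038) of cells labelled GATA3 KO. The difference was -40.4 percentage points (-42.7 to -38.2). Without thinning the shares were 59.4% and 15.3%. A minimum of 2 UMIs moved the difference most, to -26.9 points. MIXL1 was detected in 32.9% and 2.03% of thinned cells, EOMES in 30.6% and 4.28%, TBXT in 15.5% and 1.04%, GSC in 7.13% and 0.446%, and MESP1 in 6.44% and 0.297%. Without thinning the shares were 42.2% and 4.99% for MIXL1, 45.4% and 10.3% for EOMES, 32.7% and 2.83% for TBXT, 14.6% and 0.899% for GSC, and 10.4% and 1.28% for MESP1. Free RNA in droplets adds UMIs to cells that do not express a gene, and the class that should lack these transcripts gives an estimate of its size. In pluripotent-like cells the share with any of the 5 was 10.4% (58 of 558, median 49854.5 UMIs before thinning) labelled WT and 2.03% (40 of 1975, median 47321 UMIs) labelled GATA3 KO. Over all thinned cells the medians were 47122 and 44830 UMIs. Both whole-library shares therefore exceeded the share in that class. The estimate rests on the main clustering: MIXL1 in pluripotent-like cells labelled WT was at 4.86 CPM there, at 22.1 CPM with panel and marker genes left in and at 96.5 CPM with merged libraries, and low expression in the class is not separated from free RNA. For MESP1 in the library labelled GATA3 KO they were 0.297% (0.154 to 0.519) and 0.456% (0.209 to 0.863), and for GSC 0.446% (0.264 to 0.704) and 0.203% (0.0552 to 0.518), so over the whole library neither stands out from this background. In primitive-streak-like cells of that library, GSC was found in 3.17% (1.38 to 6.16; 8 of 252).

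**Figure D2:**
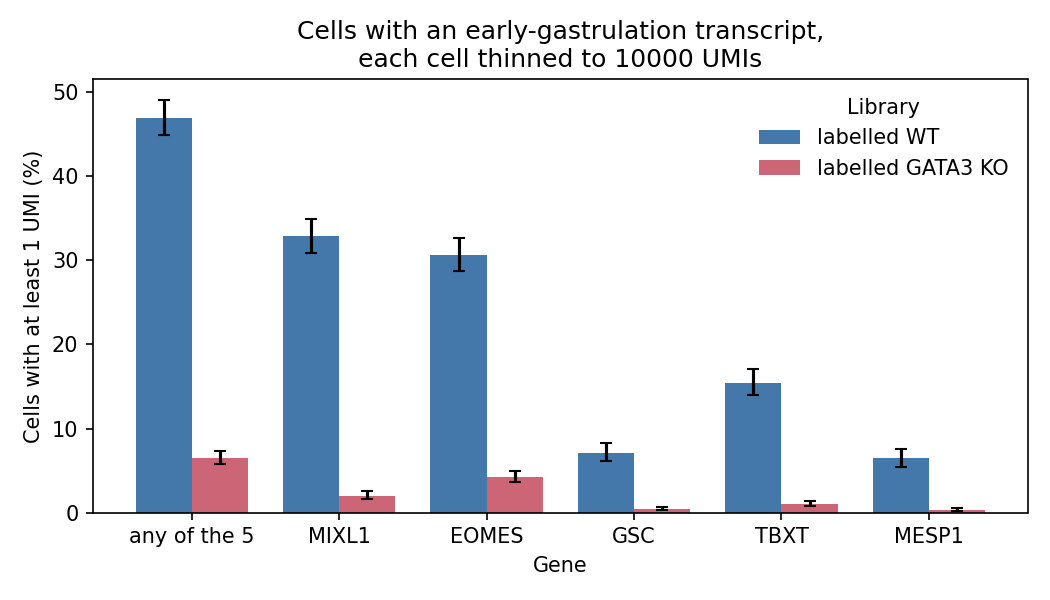
Share of cells (%) with at least 1 UMI of any of 5 early-gastrulation genes, and of each gene, after thinning to 10000 UMIs, in 2173 cells labelled WT (blue) and 4038 cells labelled GATA3 KO (red), with exact Clopper-Pearson 95% intervals. The share with any of the 5 is 47.0% and 6.54%.

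The study shows differentiation genes along a gradient of GATA3, so their detection in GATA3-positive and GATA3-negative cells was compared within each library. In the library labelled WT, TBXT, MIXL1 or EOMES was found in 51.8% (44.5 to 59.0) of 193 GATA3-positive and 44.6% (42.4 to 46.9) of 1980 GATA3-negative thinned cells, a difference of 7.17 points (-0.45 to 14.7). Cells labelled GATA3 KO had 8.74% of 286 against 5.81% of 3752, a difference of 2.93 points (-0.18 to 6.89). Both intervals include 0 at 10000 UMIs. At 20000 UMIs the differences were 14.0 points (7.53 to 20.1) and 6.57 points (3.0 to 10.6), with intervals above 0. Without thinning these differences were 24.9 and 16.5 points, but GATA3-positive cells were then deeper, with a median of 49782 against 42297.5 UMIs labelled WT and 47133 against 42406 labelled GATA3 KO. TFAP2A was found in 40.9% of GATA3-positive against 9.85% of GATA3-negative cells labelled WT, and in 72.4% against 13.4% labelled GATA3 KO. Unthinned, these were 61.3% against 17.2% and 84.1% against 20.0%. SOX2 was found in 22.8% against 57.5% labelled WT and 37.1% against 90.8% labelled GATA3 KO, and unthinned in 49.2% against 71.4% and 71.5% against 92.9%. GATA3 itself was detected in 33.5% of 278 amnion/trophectoderm-like cells labelled WT (median 47400 UMIs) and 39.4% of 561 labelled GATA3 KO (median 47482 UMIs), against 1.43% and 0.203% in pluripotent-like cells.

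Class shares were compared next, with classes named from marker lists. Clustering gave 20 clusters, of which 6 were pluripotent-like, 3 primitive-streak-like and 2 amnion/trophectoderm-like. The pluripotent-like clusters were led by IRX2 and SOX21, by LNCPRESS1, by SFRP1 and IDO1, by LINC02334 with histone genes, by NPTX1, and by the stress-responsive metallothionein genes MT1G and MT1H. Primitive-streak-like clusters were led by FGF4 and CYP1B1, by AL353751.1 and AC131094.1, and by CER1 and MESP1. The last held 79 cells labelled WT and 0 labelled GATA3 KO, and 0 of 4450 cells allow a share of up to 0.0674%. That 0 depends on the clustering. Larger clusters led by CER1 held 191 cells labelled GATA3 KO at a resolution of 0.8 and 67 with panel and marker genes left in. Without genes of 2-fold difference such a cluster held 155, and in the other clusterings 0. Amnion/trophectoderm-like clusters were led by HAND1 and SPARCL1 and by SPP1 and PCAT14. No cluster was endoderm-like or germ-cell-like, which does not exclude single cells of these types within other clusters.

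Pluripotent-like cells made up 22.6% (21.0 to 24.3; 569 of 2519) of cells labelled WT and 44.7% (43.2 to 46.1; 1988 of 4450) of cells labelled GATA3 KO, a difference of 22.1 points (19.9 to 24.3). Merging the libraries without integration moved it most, to 57.6 points, and all 6 pluripotent-like clusters then drew at least 95% of their cells from 1 library. The shares themselves were then 7.23% and 64.8%, with 51.8% and 18.9% of cells unnamed. Without the upper limit on genes the pluripotent-like shares were 51.0% and 66.6%. That setting also left out cells with fewer than 2000 detected genes. The name of this class rests on SOX2 and other markers that do not include NANOG and POU5F1. Neither gene was higher in the class than in the whole library: NANOG was at 67.0 against 75.6 CPM labelled WT and 47.9 against 55.7 CPM labelled GATA3 KO, and POU5F1 at 870.6 against 918 and 1446 against 1480.1 CPM. In 4 of the 6 clusters, seen after the classes had been drawn, NANOG was at 34.1 to 42.3 CPM, and SOX21, IRX2 and FEZF1, which early neural ectoderm also expresses, were among the leading genes of 2 of them. No ectoderm list was used, so the share of this class is not a share of undifferentiated cells. Primitive-streak-like cells made up 24.3% (22.6 to 26.0; 611 of 2519) and 5.71% (5.04 to 6.43; 254 of 4450), a difference of -18.5 points (-20.4 to -16.7). Amnion/trophectoderm-like cells made up 11.8% (10.6 to 13.1; 297 of 2519) and 13.0% (12.0 to 14.0; 579 of 4450), and the interval of their difference of 1.22 points (-0.42 to 2.82) included 0. This depends on the clustering and on the naming of clusters. The interval lay above 0 with panel and marker genes left in (2.13 points; 1.04 to 3.18) and with merged libraries. It also did so without the upper limit on genes and without genes of 2-fold difference, whereas a resolution of 0.8 gave -0.28 points. With panel and marker genes left in, the cluster led by SPP1 and PCAT14 (221 and 318 cells) stayed unnamed. The class then held 4.05% and 6.18% of cells. Without genes of 2-fold difference such a cluster (212 and 345 cells) also stayed unnamed, and the class held 4.17% and 5.42%. In both settings the interval is that of a smaller class. The other 9 clusters, with 41.4% and 36.6% of cells, stayed unnamed under thresholds set after the data had been seen. Among them, clusters with pluripotent markers but HHEX among their leading genes or a median of 876 UMIs held 9.21% and 2.46% of cells labelled WT and 11.5% and 4.61% of cells labelled GATA3 KO. Another, with amnion/trophectoderm markers and a median of 7981 UMIs, held 3.93% and 2.43%. A further 5.80% and 0.697% lay in a cluster with LEFTY1, LEFTY2 and NODAL among its leading genes, and 42 cells labelled GATA3 KO formed a cluster led by LHX5-AS1 and LHX5.

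**Figure D3:**
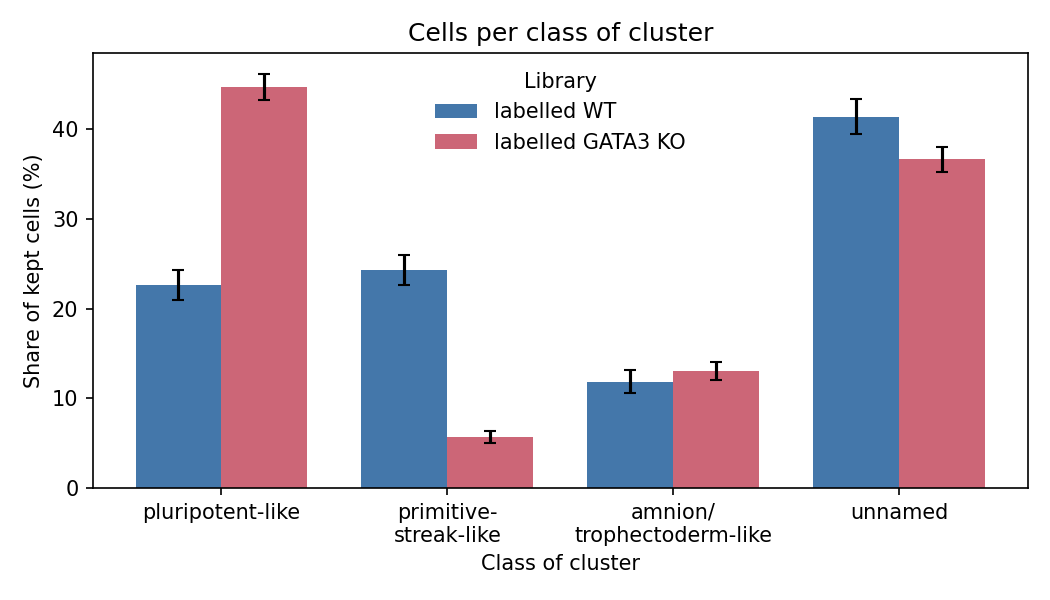
Share of kept cells (%) in each class of cluster for 2519 cells labelled WT (blue) and 4450 cells labelled GATA3 KO (red), with exact Clopper-Pearson 95% intervals. Pluripotent-like cells are at 22.6% and 44.7%, primitive-streak-like cells at 24.3% and 5.71%.

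Panel genes were then compared within classes, to part a change in class shares from a change inside a class. In primitive-streak-like cells MIXL1 was at 356.1 CPM (349.5 to 362.9) labelled WT and 42.9 CPM (39.3 to 46.7) labelled GATA3 KO, a log2 ratio of -3.02 (-3.15 to -2.90). This value depends on the integration. With the libraries merged it was -0.19, but only 10 cells labelled GATA3 KO were then in the class. In the same class EOMES was at 167.5 and 50.2 CPM, TBXT at 46.7 and 11.3 CPM, and SOX2 at 49.2 and 214.4 CPM. NANOG was higher there in the library labelled GATA3 KO, at 80.0 CPM (76.8 to 83.2) and 126.1 CPM (119.8 to 132.5), but lower in pluripotent-like cells, at 67.0 CPM (63.9 to 70.1) and 47.9 CPM (46.5 to 49.3). In pluripotent-like cells SOX2 was at 315.1 CPM (308.4 to 321.9) and 514.0 CPM (509.4 to 518.7), a log2 ratio of 0.70, and POU5F1 at 870.6 and 1446 CPM, a log2 ratio of 0.73. In amnion/trophectoderm-like cells GATA3 was at 53.4 CPM (49.5 to 57.5) and 59.1 CPM (56.2 to 62.1), a log2 ratio of 0.14 that became -0.46 without the upper limit on genes. In these cells MIXL1 was at 45.7 and 1.44 CPM, TBXT at 33.0 and 2.16 CPM, MESP1 at 9.98 and 0.265 CPM, TFAP2A at 73.2 and 183.0 CPM, BMP4 at 115.2 and 328.4 CPM, GATA2 at 7.31 and 33.2 CPM, and SOX17 at 35.4 and 0.189 CPM. These directions, too, rest on labels that the GATA3 transcript does not check.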

Values the study reported

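The study reported a sequencing depth of 661,709,731 reads for the WT library and 639,936,775 reads for the GATA3 KO library. It gave a median of 6,551 genes per cell (WT) and 6,487 genes per cell (KO), and 3,744 cells of high quality, and it described 14 clusters.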

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

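Tests on single genes other than GATA3 and on genes within classes, the correction for GC content, the removal of the highest Scrublet scores and the clusters without genes of 2-fold difference were chosen only after the results had been seen. No paired analysis was possible because there was 1 library per group and the results come from no test.

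All 10 alternatives kept the sign of the GATA3 ratio, of the early-gastrulation median and of the pluripotency median. One of them, removal of the Scrublet calls, took out none of the kept cells and so says nothing about stability. The GATA3 ratio of -0.19 became -0.73 over all deposited cells, -0.73 when only cells failing both limits were removed (which removes none) and -0.73 without the upper limit on genes. It was -0.35 as the mean of per-cell CPM and -0.41 after GC correction. The early-gastrulation median of -3.35 became -3.60 without mitochondrial and ribosomal protein genes in the total, -3.47 as the mean of per-cell CPM, -4.47 with a pseudocount of 0.1 CPM and -3.68 after GC correction. The pluripotency median of 0.69 became 0.64 over all deposited cells and with only cells failing both limits removed, 0.65 without the upper limit, 0.65 without mitochondrial and ribosomal protein genes, 0.67 with TMM scaling and 0.62 after GC correction. For the pseudocount the cause is the scale itself, and for the cell limits it is the set of cells; the cause of the other shifts was not tested.

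Of 40 single genes, 36 had the same direction under all 10 alternatives. Among them were the 5 early-gastrulation genes (highest value -2.70) and the 11 named genes outside the panel. These 11 genes had been chosen to keep their direction over all deposited cells and in the mean of per-cell CPM. Those alternatives, and the removal of only cells failing both limits, therefore could not turn them. CDX2 turned to -0.0477 after GC correction. HAND1 turned to -0.67 over all deposited cells, with only cells failing both limits removed and without the upper limit, to -0.68 as the mean of per-cell CPM and to -0.19 after GC correction. TBX3 turned to -0.0175 over all deposited cells and with only cells failing both limits removed, and to -0.0149 without the upper limit. ID4 turned to -0.0498 over all deposited cells and with only cells failing both limits removed, and to -0.0456 without the upper limit. Here the cause was not tested.

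The difference of -40.4 points in cells with an early-gastrulation transcript was -33.4 at 5000 UMIs, -44.9 at 20000 UMIs, -44.1 without thinning and -26.9 with a minimum of 2 UMIs. It follows from the number of UMIs in which a transcript can be seen. The comparison of GATA3-positive with GATA3-negative cells depends on depth and on the detection minimum. For TBXT, MIXL1 or EOMES the difference in the library labelled WT was 7.17 points, and it was -0.78 at 5000 UMIs, 14.0 (7.53 to 20.1) at 20000 UMIs, 24.9 without thinning and -18.3 (-26.2 to -2.10) with a minimum of 2 UMIs, which moved it most and where only 31 cells were GATA3-positive. In the library labelled GATA3 KO it was 2.93 points, 2.65 at 5000 UMIs, 6.57 (3.0 to 10.6) at 20000 UMIs, 16.5 without thinning and -1.27 with a minimum of 2 UMIs. The differences for TFAP2A and SOX2 kept their sign in both libraries under the 6 alternatives that changed cells or counts.

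Pluripotent-like cells stayed more frequent in the library labelled GATA3 KO under all 7 alternatives that changed the cells or the clusters. The difference of 22.1 points was 19.8 with panel and marker genes left in, 57.6 with merged libraries, 19.3 at a resolution of 0.8, 15.6 without the upper limit, 25.8 without the highest Scrublet scores and 17.0 without genes of 2-fold difference. Primitive-streak-like cells stayed less frequent under the same 7. Their difference of -18.5 points was -26.5 with merged libraries and -15.6 at a resolution of 0.8. It was -21.5 without the upper limit and -14.2 without genes of 2-fold difference. The shares labelled WT and GATA3 KO moved as well, from 24.3% and 5.71% to 30.2% and 16.0% without genes of 2-fold difference. They were 30.6% and 9.10% without the upper limit, 26.7% and 0.225% merged, and 19.9% and 4.29% at a resolution of 0.8. The amnion/trophectoderm-like difference of 1.22 points was -0.28 at a resolution of 0.8. Its interval lay above 0 with panel and marker genes left in (2.13; 1.04 to 3.18) and merged (1.79; 0.0118 to 3.54). It also lay above 0 without the upper limit (2.59; 1.35 to 3.80) and without genes of 2-fold difference (1.25; 0.175 to 2.27). With panel and marker genes left in and without genes of 2-fold difference, the cluster led by SPP1 and PCAT14 was unnamed. The intervals of those settings are therefore of a smaller class. MIXL1 in primitive-streak-like cells was -3.02, and -0.19 with merged libraries and -4.03 without genes of 2-fold difference. SOX2 in pluripotent-like cells was 0.70, and 0.80 with panel and marker genes left in, 0.82 merged, 0.88 at a resolution of 0.8, 0.75 on 15 principal components, 0.95 without the upper limit, 0.64 without the highest Scrublet scores and 0.81 without genes of 2-fold difference. GATA3 in amnion/trophectoderm-like cells was 0.14, and 0.0143 with panel and marker genes left in, 0.00447 merged and -0.46 without the upper limit. These shifts come with other cluster borders and, for some clusters, with another name. The cluster led by AC092069.1 and C1orf56 was unnamed in the main clustering. It was pluripotent-like with panel and marker genes left in and primitive-streak-like without genes of 2-fold difference. The setting without the upper limit also left out cells with fewer than 2000 detected genes. Beyond borders, names and this set of cells, the cause of the shifts was not tested.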

Other observations

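All tests of explanations given here were chosen only after the results had been seen; the difference in thinned shares itself had been planned. The deposited matrices held 3802 cells labelled WT and 6221 cells labelled GATA3 KO. Both numbers are higher than the value quoted from the study above, for which it is not stated whether it covers 1 library or both.

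GATA3 transcript was present in the library labelled GATA3 KO at close to the level of the library labelled WT. Free RNA in the droplets would spread alike over classes, but thinned GATA3 was detected in 39.4% of amnion/trophectoderm-like cells against 0.203% of pluripotent-like cells of that library, at similar depth, which argues against free RNA as the source. By the GATA3 ratio alone, a mislabelled library cannot be told apart from a lesion that leaves the 3′ end of the transcript in place. Both may give the observed log2 ratio of -0.19. The study describes edits of both alleles that shift the reading frame, which would leave the end of the transcript in place. No genomic sequence of the target site was analysed here. By staining, the study found no GATA3 protein in the clone after BMP4. It also reports a delayed rise of TBXT, SOX17 and CDX2 protein in knockout cells. Under the labels, the log2 ratios of these transcripts were -3.35 for TBXT and -3.32 for SOX17, but 0.33 for CDX2. They therefore do not settle the labels.

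The GATA3 ratio changed with the limit on detected genes. In the library labelled WT, cells over the limit had 2.03 times the GATA3 CPM of kept cells, while in the library labelled GATA3 KO the factor was 1.04. Random doublets of kept cells would leave CPM unchanged, so the 2.03 argues against them as the cause. Without the upper limit, 9.98% (8.20 to 12.0) of cells labelled WT over the limit were amnion/trophectoderm-like, against 6.37% (5.40 to 7.46) within it. Cells with fewer than 2000 detected genes were left out of this setting. For the library labelled GATA3 KO the shares were 9.72% and 10.2%. A candidate explanation, seen and tested on the same data, is that the limit removes more GATA3-expressing cells from the library labelled WT. This largely restates the higher GATA3 CPM of the removed cells. The share of amnion/trophectoderm-like cells does not account for the shift alone. Without the upper limit, the log2 ratio of GATA3 within that class was also -0.46 (-0.55 to -0.37). Why GATA3-expressing cells had more detected genes was not tested.

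For the lower early-gastrulation genes, a difference in depth per cell is excluded by the -40.4 points that remain after thinning, and GC content as the whole cause by a median of -3.68 after its correction. Fewer primitive-streak-like cells at the same level per cell would leave the other classes level. In amnion/trophectoderm-like cells, however, the median ratio of the 5 genes was -3.12, and -2.03 in the clustering where it was highest, with at least 4 of the 5 intervals below 0 in each clustering. This argues against that explanation for the fall in these cells. It does not separate fewer expressing cells within the class from a lower level per cell. TBXT was found in 19.4% of thinned cells of the class labelled WT and 1.96% labelled GATA3 KO. Free RNA, or misplaced cells with the average profile of primitive-streak-like cells, do not account for the fall alone in the main clustering. TBXT labelled WT was at 33.0 CPM in the class, against 1.53 CPM in pluripotent-like and 46.7 CPM in primitive-streak-like cells. GSC was at 0.381 CPM against 28.6 CPM in primitive-streak-like cells. A misplaced subset without GSC stays open. For MIXL1, admixture of any of these kinds stays open. Its level labelled WT in amnion/trophectoderm-like cells was 45.7 CPM, but 6.53 CPM with panel and marker genes left in. Within primitive-streak-like clusters, fewer cells at the same level per cell cannot be told apart from a fall within cells. MIXL1 there was -3.02 with integration but -0.19 when the libraries were merged, which left 10 cells labelled GATA3 KO in the class. An effect of GATA3 stays open, as do the clone and its Cas9 cassette, which 1 library per group does not separate from it.

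SOX2 and POU5F1 were higher in the library labelled GATA3 KO. A larger share of pluripotent-like cells alone would leave them level within classes, yet the lowest log2 ratio of either gene in any of the 3 named classes was 0.64. After GC correction the lower of both ratios was 0.62, which argues against GC content as the whole cause. Slower loss of pluripotency in cells without GATA3 may be one explanation, as a hypothesis that the lower NANOG in pluripotent-like cells does not share. Without a library from before BMP4, a loss over time was not measured. A turn towards ectoderm, for which no marker list was used, was not tested, and a difference of the clone remains open as well.

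ID1, a gene that BMP4 induces, lies beside 3 other genes that were also higher in the library labelled GATA3 KO, and this block was noticed in the data. Among genes of at least 5 CPM, HM13, ID1, BCL2L1 and TPX2 are adjacent on chromosome 20, from 31514428 to 31801805 in GRCh38, with log2 ratios of 1.42, 1.17, 1.56 and 0.86. The next genes, PDRG1, TM9SF4 and PLAGL2, were at 0.14, -0.03 and 0.26. After correction for GC content, only 1 of 9898 windows of 4 adjacent genes, this one, had a mean as high, so GC content is unlikely to explain the block. Different class shares are excluded as the whole cause by the ratios of HM13, BCL2L1 and TPX2 within the 3 named classes, the lowest of which was 0.80. They ranged up to 1.78. Between classes they differed by 0.13 for HM13, 0.15 for TPX2 and 0.49 for BCL2L1. A rise in every class is what a gain of this segment in the clone would give, but it does not tell a gain from other causes. The linear ratios of 2.72 for HM13, 3.13 for BCL2L1 and 1.82 for TPX2 exceed the 1.5 that 3 copies over 2 would give, so 1 extra copy alone would not be enough. The study describes the karyotype of the clone as normal but gives no resolution, so this does not decide on a segment of this size. DNA was not analysed here, so the gain is a hypothesis. The rise of ID1 may reflect the segment, the BMP response or both.

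One cluster of 42 cells, led by LHX5-AS1, LHX5, LMO1 and DLK1, held cells labelled GATA3 KO only. Doublets are unlikely, as its median of 30335.5 UMIs lies below the 43131.5 of the kept cells of that library. Cells of the WT line are unlikely too, since HM13 was at 107.7 CPM in the cluster, near the 115.8 CPM of the library labelled GATA3 KO and far from the 42.5 CPM of the library labelled WT. Whether such cells arise only in this clone was not tested, and a cluster from 1 library may be a feature of that library.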
